# *In Vivo* and *In Vitro* Matured Oocytes From Mice of Advanced Reproductive Age Exhibit Alternative Splicing Processes for Mitochondrial Oxidative Phosphorylation

**DOI:** 10.3389/fendo.2022.816606

**Published:** 2022-01-26

**Authors:** Hao Qin, Yi Qu, Rong Li, Jie Qiao

**Keywords:** oocyte, *in vitro* maturation, oxidative phosphorylation, transcriptome, differentially expressed genes, alternative splicing

## Abstract

The mean age of women seeking infertility treatment has gradually increased over recent years. This has coincided with the emergence of *in vitro* maturation (IVM), a method used in assisted reproductive technology for patients with special requirements. However, when compared with conventional *in vitro* fertilization, IVM is associated with poor embryonic development potential and low live birth rates, thus limiting the widespread application of this technique. In this study, we performed RNA-sequencing transcriptomic assays and identified a total of 2,627 significant differentially expressed genes (DEGs) between IVM oocytes and *in vivo* matured oocytes from mice of advanced reproductive age. Next, Kyoto Encyclopedia of Genes and Genomes pathway analysis was used to identify the potential functions of the DEGs. The most significantly enriched pathway was oxidative phosphorylation (OXPHOS). In addition, we constructed a protein-protein interaction network to identify key genes and determined that most of the hub genes were mtDNA-encoded subunits of respiratory chain complex I. Antioxidant supplementation lead to an increase in ATP production and reduced the gene expression profile of the OXPHOS pathway in the IVM group. Moreover, alternative splicing (AS) events were identified during *in vivo* or *in vitro* oocyte maturation; data showed that skipped exons were the most frequent type of AS event. A number of genes associated with the OXPHOS pathway exhibited alterations in AS events, including *Ndufa7*, *Ndufs7*, *Cox6a2*, *Ndufs5*, *Ndufb1*, and *Uqcrh*. Furthermore, the process of IVO promoted the skipping of exon 2 in *Ndufa7* and exon 3 in *Ndufs7* compared with the IVM oocytes, as determined by semi−quantitative RT−PCR. Collectively, these findings provide potential new therapeutic targets for improving IVM of aged women who undergo infertility treatment.

## Introduction

Global fertility has declined significantly over recent years and this has led to infertility becoming the third most prevalent disease after tumors and cardiovascular disease (1). The decline in fertility caused by advanced maternal age (≥ 35 years) has led to a significant increase in the incidence of infertility. Assisted reproductive technology (ART) offers a significant hope of pregnancy to women who are suffering from infertility. Notably, the mean age of women undergoing ART treatment has gradually increased (2, 3). *In vitro* maturation (IVM) of oocytes has emerged as an important ART procedure involving the *in vitro* culture and offers an alternative option for women with polycystic ovary syndrome (4). IVM can also prevent ovarian hyperstimulation syndrome during ovarian stimulation (5), can be of benefit to poor responders (6), and can help preserve fertility in patients being treated for cancer (7). However, previous studies have reported that maternal aging is associated with reduced IVM success rates and adverse events (8, 9). IVM is an alternative option for ovarian tissue cryopreservation (OTC); however, the success rates for IVM can be very low when used to mature oocytes retrieved from females of advanced age during OTC (10). Therefore, there is an urgent need to identify the molecular mechanisms underlying IVM so that this technique can be become a driving force for the implementation of ART technology.

The process of mitochondrial oxidative phosphorylation (OXPHOS) is a major metabolic pathway associated with ATP generation and involves five major membrane complexes (11). The OXPHOS system is the major source of reactive oxygen species (ROS) in mitochondria (12). Previous studies have revealed that the production of ROS *via* mitochondrial metabolism was higher in IVM oocytes than *in vivo* matured (IVO) oocytes (13, 14). This difference may be attributed to a number of environmental factors, including light exposure and the presence of antioxidants in the follicular fluid (15–17). In a previous study, Sanfins et al. reported that the fertilization rate was lower, and embryo development was delayed, in IVM oocytes than in IVO oocytes; these authors also reported a difference between these two types of oocytes with regards to cytoskeleton organization and nuclear lamina integrity (18, 19). Previous research identified several differentially expressed genes (DEGs) between IVM and IVO oocytes and demonstrated that the GATA-1/CREB1/WNT pathway is associated with the quality of human oocytes (20) and detected the cellular metabolism and genetic alterations in mouse oocytes (21). Furthermore, in our previous study, we investigated dynamic changes of gene expression between human IVM and IVO oocytes using single-cell transcriptome sequencing analysis. We found, for the first time, that metabolic function was impaired in human oocytes maintained in the *in vitro* environment (22). Our present study demonstrates, for the first time, the existence of altered alternative splicing (AS) events in the mitochondrial OXPHOS pathway between IVM and IVO oocytes from mice of advanced reproductive age.

Precursor mRNA refers to the process in which exons and introns are either excluded or included in gene expression, thus generating multiple different mature mRNAs and resulting in increased protein diversity (23, 24). A previous study revealed that approximately 95% of multi-exonic genes undergo AS regulation in humans, as determined by high-throughput sequencing technology (25). This regulatory system can be commonly categorized into five canonical patterns including skipped exon (SE), mutually exclusive exon (MXE), retained intron (RI), alternative 3´ and 5´ splice site (A3SS and A5SS) that are associated with the regulation of cell lineage differentiation, subcellular localization, tumor progression, and germ cell development (26–29). Furthermore, numerous reports have indicated that the aberrant pre-mRNA splicing of functional genes is involved in abnormal spermatogenesis and male infertility (30, 31). In mammalian oocytes, conserved stage-specific transcript variants indicate that alternative pre-mRNA splicing plays a crucial role in the accurate control of the maternal transcriptome (32, 33). For example, ESRP1 is involved in the AS programming of oocyte mRNA processing and the ESRP1 deletion-induced pre-mRNA splicing changes in spindle organization-related genes that lead to female infertility (34). Depletion of the nuclear m6A reader YTHDC1 causes extensive alternative polyadenylation and the 3′-UTR length is altered in oocytes, thus resulting in female sterility (35). Previous work in our group demonstrated that AS events are important regulatory mechanisms associated with the failure of maturation in human oocytes (36). However, our understanding of the differential expression of pre-mRNA splicing during the maturation of mammalian oocytes remains largely obscure.

In the present study, we used mice of advanced reproductive age as oocyte donors and identified differences in gene regulation during oocyte maturation when comparing IVO and IVM oocytes. Next, we investigated the molecular mechanisms underlying these changes at the level of the transcriptome. We performed KEGG pathway enrichment analysis and found that mitochondrial OXPHOS was significantly enriched. We also constructed an interaction network for the DEGs to investigate interacting partners and identified differential AS events among the DEGs that implied the potential physiological regulatory mechanisms may account for the inadequacies of oocytes derived by IVM. This research provides new insights into the outcomes of ART for women of advanced age with deficits in oocyte quality. Furthermore, we identified potential therapeutic biomarkers for clinical diagnosis that can be applied during the development of IVM oocytes.

## Materials and Methods

### Mice

All animal procedures were approved by the Institutional Animal Care and Use Committee of Peking University. Female Institute of Cancer Research (ICR) mice at the age of 42-45 weeks (reproductively old mice) were purchased from Charles River Laboratories (Beijing, China) and were maintained in accordance with the National Institutes of Health Guidelines for the Use of Laboratory Animals. ICR mice were housed in ideal conditions at 20-23°C under a 12-h light/dark cycle with free access to water and food.

### Oocyte Collection and Culture

Germinal vesicle (GV)-intact oocytes were obtained as described previously (37). In brief, female ICR mice were intraperitoneally injected with 5 IU of pregnant mare’s serum gonadotropin (PMSG). Forty-six hours later, the animals were euthanized by cervical dislocation and the ovaries were harvested and transferred to a cell-culture dish containing pre-warmed M2 medium (Sigma, M7167). Cumulus-oocyte complexes were obtained from antral ovarian follicles by manual rupture. Then, denuded GV oocytes were obtained by removing cumulus cells with a narrow-bore glass pipette and gentle washing. For IVM, oocytes were cultured in M16 medium (Sigma, M7292) under paraffin oil for 12 h at 37°C in a 5% CO_2_ incubator. For melatonin treatment, oocytes were cultured in M16 medium at a final concentration of 1 μM melatonin (Sigma, M5250) in accordance with previous studies (38, 39). For IVO, mice injected with PMSG were further injected with 5 IU of human chorionic gonadotropin (hCG) 46 h later. Ovulated MII oocytes were collected from the oviduct ampullae of mice 14 h after hCG injection and cumulus cells were dispersed by brief exposure to M2 medium containing 1 mg/ml of hyaluronidase (Sigma, H3506).

### Library Preparation and Illumina NovaSeq 6000 Sequencing

Total RNA was extracted from 20 MII oocytes after IVM and IVO from three mice of advanced reproductive age reproductively (these were regarded as one group). Three biological replicates obtained *via* both IVM and IVO were used to construct a eukaryotic micro-library. Specifically, we used a SMART-Seq v4 Ultra Low Input RNA Kit (Takara Bio) to obtain full-length cDNA in accordance with the manufacturer’s instructions. cDNA synthesis and amplification were validated by an Agilent 2100 Bioanalyzer (Agilent Technologies) and a High Sensitivity DNA Kit (Agilent Technologies) in accordance with the manufacturer’s instructions. Then, the Nextera XT DNA Library Preparation Kit (Illumina) was used to construct a library that was suitable for sequencing. Finally, a paired-end RNA-seq library was performed on the Illumina NovaSeq 6000 system (2 × 150bp read length).

### DEG Identification and Functional Enrichment Analysis

SeqPrep (https://github.com/jstjohn/SeqPrep) and Sickle (https://github.com/najoshi/sickle) software packages were used to filter the raw paired-end reads with default parameters. The clean reads were then aligned to the mouse reference genome (GRCm39) using the Hisat2 mapping tool (40). The fragments per kilobase per million reads (FPKM) method was then used to calculate gene expression levels; gene abundance was determined by utilizing the RSEM software workflow (41). The analysis of DEGs between the IVM and IVO groups was performed with the R statistical package DESeq2 (42) using |log2FC| ≥ 1 and adjusted *P*-value < 0.05 as thresholds for significance. KEGG pathway enrichment analyses of the identified DEGs were carried out using KOBAS software (43) which incorporates information from the KEGG database (https://www.genome.jp/kegg/).

### The Identification of Alternative Splice Events

All alternative splice (AS) events in the IVM and IVO groups were detected by the replicate multivariate analysis of transcript splicing (rMATS) statistical method (44). Only isoforms that were similar to the reference or consisted of novel splice junctions were considered, and splicing differences were detected in five major forms (exon inclusion, exclusion, alternative 5′, 3′, and intron retention events).

### RNA Extraction, qRT-PCR, and RT-PCR Analysis

Total RNA was extracted from 100 matured oocytes from twelve mice of advanced reproductive age using an RNeasy Micro Kit (Qiagen, 74034) in each group. cDNA was synthesized using the PrimeScript RT Master Mix Kit (Takara, RR036A) and qRT-PCR was performed using the PowerUp SYBR Green Master Mix (Thermo Fisher Scientific, A25742) and the QuantStudio 3 Real-Time PCR System (Applied Biosystems, USA). Relative mRNA levels were normalized to *Gapdh* as a control standard and calculated using the 2^-△△CT^ method. Semi-quantitative RT-PCR was performed using Premix Taq (Takara, RR901A) and specific primers were designed to flank the constitutively expressed exons of differentially spliced genes. PSI values were calculated using the ratio of the band intensity of the exon inclusion divided by the sum of the exon-included and exon-excluded bands, as described previously (45, 46). Primer sequences are given in **Table S1**.

### Detection of Intracellular ROS Levels

For intracellular ROS detection, oocytes were incubated in M2 medium supplemented with 5 μM CM-H2DCFDA (Invitrogen, C6827) at 37°C for 30 min in a 5% CO_2_ atmosphere and a dark environment. Then, the oocytes were washed three times with pre-warmed M2 medium. Then, oocytes from the IVM and IVO groups were placed on glass-bottomed culture dishes and examined with a confocal laser scanning microscope (Carl Zeiss 710, Germany).

### Determination of Adenosine 5′-Triphosphate Content

Adenosine 5′-triphosphate (ATP) content in a pool of 20 oocytes was measured with a bioluminescent somatic cell assay kit (Sigma, USA) as described previously (47, 48). A five-point standard curve (0, 0.1, 0.5, 1.0, 10, and 50 pmol of ATP) was generated in each assay, and ATP levels were calculated by using a formula derived from the linear regression of the standard curve.

### Statistical Analysis

Data are expressed as mean ± standard error of the mean (SEM) from three independent experiments and statistical analyses were performed with GraphPad Prism 5 software (San Diego, CA, USA) and the Student’s *t*-test between the IVM and IVO groups. *P* < 0.05 was considered as statistically significant (*P < 0.05, **P < 0.01, and ***P < 0.001).

## Results

### Sequencing Data Summary

As shown in **Figure 1A**, we used ICR mice at the age of 42-45 weeks (a reproductive advanced age) that were near to the end of their reproductive lifespan and exhibited a decline in oocyte quality, as described in previous studies (49). These mice are commonly regarded as a natural aging model and were used as donors for IVM and IVO oocytes so that we could carry out RNA sequencing. First, we used cDNA to generate libraries for IVM and IVO oocytes, which were then sequenced by the Illumina NovaSeq 6000 platform (three biological replicates per group). 

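IVM oocytes had been cultured in M16 medium for 12 h, and IVO oocytes were collected from the oviduct 14 h after hCG injection. Each of the 6 samples, 3 IVM and 3 IVO, pooled 20 MII oocytes from 3 mice aged 42 to 45 weeks. The authors amplified full-length cDNA with the SMART-Seq v4 kit, made the libraries with the Nextera XT kit, aligned the paired-end reads to GRCm39 with Hisat2 and estimated gene abundance with RSEM. The values analysed here are the authors' FPKM per gene and sample, in which the fragments on a gene are divided by the length of its transcript and by the size of the library. The summed FPKM ranged from 1826738 to 2111777 in the IVM samples and from 1560813 to 1643682 in the IVO samples. The 60193 genes listed comprise 53700 with Ensembl identifiers and 6493 loci assembled from the reads, which carry no gene name. Low FPKM values of genes with 1 annotated transcript lay on multiples of what 1 fragment is worth, and the depth of each library was inferred from these steps. The inferred depth was 16500000 to 19300000 fragments in the IVM samples (median 19100000) and 17800000 to 18100000 in the IVO samples (median 18000000). The inferred mean fragment length was 210.0 ± 6.61 bases (SD, n = 3) in IVM and 252.5 ± 8.66 bases (SD, n = 3) in IVO samples, and the 3 values of each group did not overlap. For a transcript of 1000 bases, 3 fragments correspond to 0.196 to 0.232 FPKM, and this floor covers counting error only. IVO was compared with IVM by limma on log2(FPKM + 1) over the 18818 genes with a mean FPKM of at least 1 across the 6 samples. A gene was called a DEG at |log2FC| ≥ 1 and a Benjamini-Hochberg adjusted p-value under 0.05. The log2FC is on the log2(FPKM + 1) scale, which understates the change of genes with low FPKM. An exact permutation test of 3 against 3 samples cannot give a p-value below 0.1, so single genes were tested with limma.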

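Over the tested genes, the median FPKM was 10.1, 9.63 and 10.4 in the 3 IVM samples and 7.13, 6.66 and 6.68 in the 3 IVO samples. The lower quartile ranged from 2.97 to 3.27 FPKM in IVM and from 1.99 to 2.16 FPKM in IVO samples, and the upper quartile from 42.6 to 44.6 FPKM in IVM and from 30.9 to 31.5 FPKM in IVO samples. Every IVO sample lay below every IVM sample in all 3 measures, which gives the smallest p-value that an exact two-sided permutation test of 3 against 3 samples allows. At least 1 FPKM was reached by 18434 to 18884 genes in the IVM samples and by 16825 to 17155 genes in the IVO samples. The 10 genes with the highest FPKM took 5.90% to 6.70% of the summed FPKM in IVM and 9.66% to 10.1% in IVO samples. The assembled loci took 22.2% to 23.7% in IVM and 17.6% to 18.6% in IVO samples. The median log2FC of all tested genes between IVO and IVM was -0.30, and it was -0.04 with median-ratio scaling of the libraries.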

Gene expression distribution statistics showed that the six groups of IVM and IVO oocytes from mice of advanced reproductive age presented with similar gene expression distributions (**Figure 1B**). A heatmap for the Pearson’s correlation coefficient indicated that the experiment was reliable, as determined by the fragments per kilobase million (FPKM) value calculated for each sample (**Figure 1C**). 

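Across the tested genes, Pearson's r of log10(FPKM + 1) averaged 0.954 between IVM samples (0.951 to 0.959, 3 pairs) and 0.951 between IVO samples (0.949 to 0.954, 3 pairs). Between an IVM and an IVO sample it averaged 0.904 ± 0.0118 (SD over 9 pairs), from 0.887 to 0.922. Each of these 9 pairs had a lower r than each of the 6 pairs within a group. These correlations run across genes, which are not independent replicates, so no p-value is given. The choice that moved the value most was the rank correlation, with a mean Spearman's rho of 0.859 between the groups.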

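A gene was counted as expressed when it had at least 1 FPKM in each of the 6 samples. The paper's text does not name its threshold. By this criterion 14268 of the listed genes were expressed, of which 10777 were Ensembl genes and 3491 were loci assembled from the reads. Of the Ensembl genes, 8863 were protein-coding in the reference annotation. The threshold moved the count most: 21030 genes had an FPKM above 0 in all 6 samples and 16354 had at least 0.5 FPKM.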

A total of 10,777 expressed genes were identified across all six samples, as shown on the UpSet plot (**Figure 1D**). 

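The limma test of IVO against IVM gave 6950 genes with an unadjusted p-value under 0.05 and 3480 DEGs. Without the threshold on the fold change, 4401 genes had an adjusted p-value under 0.05. The alternative that moved the count most, with the trend of expression with gene length removed and the replicate number as a factor, gave 929 DEGs. Among the DEGs whose 3 IVM values did not overlap their 3 IVO values, the most negative log2FC belonged to Gm21981, a protein-coding gene on chromosome 17 of GRCm39 from 47997664 to 48005380. Its FPKM was 97.6, 64.3 and 48.9 in the IVM samples, and it was listed at 0 in every IVO sample (adjusted p = 3.81e-04). D630023F18Rik, on chromosome 1 from 65144436 to 65162395, had an FPKM of 36.8, 59.5 and 34.1 in IVM samples and was listed at 0, 0 and 0.32 in IVO samples (adjusted p = 5.30e-04). The other three of the 5 most negative were loci assembled from the reads, which carry no gene name. The most positive log2FC belonged to AC123873.3, listed by the identifier ENSMUSG00000094836, with an FPKM of 2.00, 0.28 and 0 in IVM samples and 20.9, 19.6 and 2.23 in IVO samples. Its log2FC was 2.85 (standard error 0.79, adjusted p = 0.0389), and it was a DEG in only 1 of the 6 fits that each left out one sample. Gm45665, a processed pseudogene on chromosome 8 from 91878835 to 91879002, had a log2FC of 2.49 (standard error 0.59, adjusted p = 0.0235) and was a DEG in 2 of these 6 fits. The other three of the 5 most positive were again assembled loci.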

When comparing the IVM and IVO groups, we identified 2,627 DEGs based on specific criteria (|log2FC| ≥ 1 and an adjusted *P*-value < 0.05). 

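Of the DEGs, 3366 (96.7%) had lower and 114 had higher FPKM in IVO than in IVM oocytes. Among Ensembl genes, 1926 DEGs were lower and 82 were higher in IVO. Among the loci assembled from the reads, 1440 DEGs were lower and 32 were higher. The division into lower and higher genes moved with the scaling of the libraries. With median-ratio scaling, which centers the median gene, 2130 DEGs (84.7%) were lower and 385 were higher in IVO. With each library scaled to the same sum, 2131 were lower and 397 higher. With quantile normalization, which gives every sample the same distribution and shifts the median log2FC to 0.17, 1580 (59.0%) were lower and 1097 were higher.

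**Figure D1:**
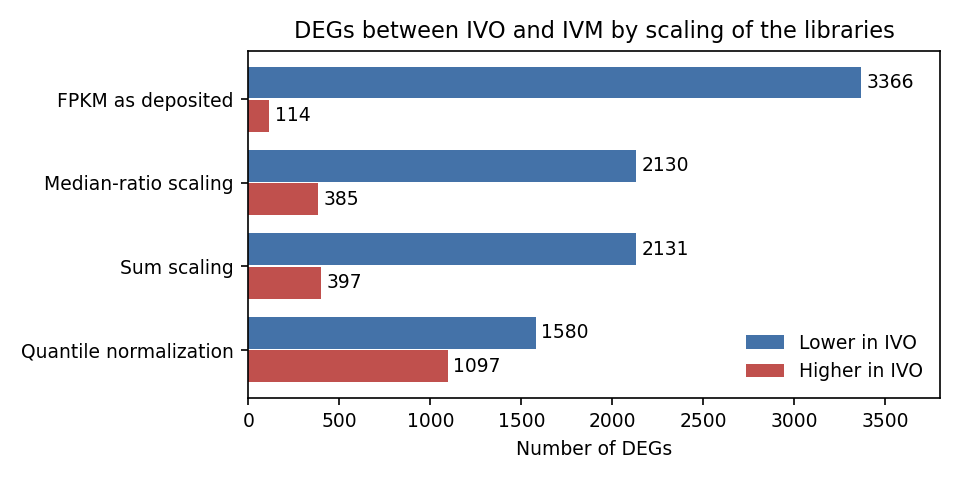
Number of DEGs lower (blue) and higher (red) in IVO than in IVM oocytes, with the FPKM as deposited and under each of 3 scalings of the libraries. Each bar is 1 count from 3 IVM and 3 IVO samples, and the DEGs higher in IVO range from 114 to 1097.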

Of these, 2,254 genes were down-regulated, and 373 genes were up-regulated in IVO oocytes from mice of advanced reproductive age when compared with IVM oocytes (**Figure 1E**). A list of the DEGs is given in **Supplementary Excel S1**. Furthermore, principal components analysis (PCA) revealed that the DEG clusters of oocytes obtained from mice of advanced reproductive age in the IVO and IVM groups were separated (**Figure 1F**), thus implying that the different culture procedures had a substantial effect on transcriptomic profiles. In addition, we generated a heatmap of DEGs for the IVO and IVM groups using cluster analysis and the FPKM values (**Figure 1G**).

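In a PCA of log2(FPKM + 1) over all tested genes, not only the DEGs, the first component held 57.4% of the variance and the second 12.3%. On the first component the IVM samples scored between 56.3 and 78.5 and the IVO samples between -74.5 and -59.1. The distance between the groups on this component was larger than the range within either group. The second component ranged from -24.7 to 39.6 among IVM samples and from -29.6 to 48.7 among IVO samples. The choice that moved the first component most was scaling each gene to unit variance, which gave 45.2%.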

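The 3 IVM values and the 3 IVO values did not overlap in 3476 of the DEGs. The same held for 7948 (42.2%) of all tested genes, of which 6137 were lower in IVO, where chance gives 10%. Of the DEGs, 1880 were also DEGs in all 6 fits that each left out one sample.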

**Figure 1:**
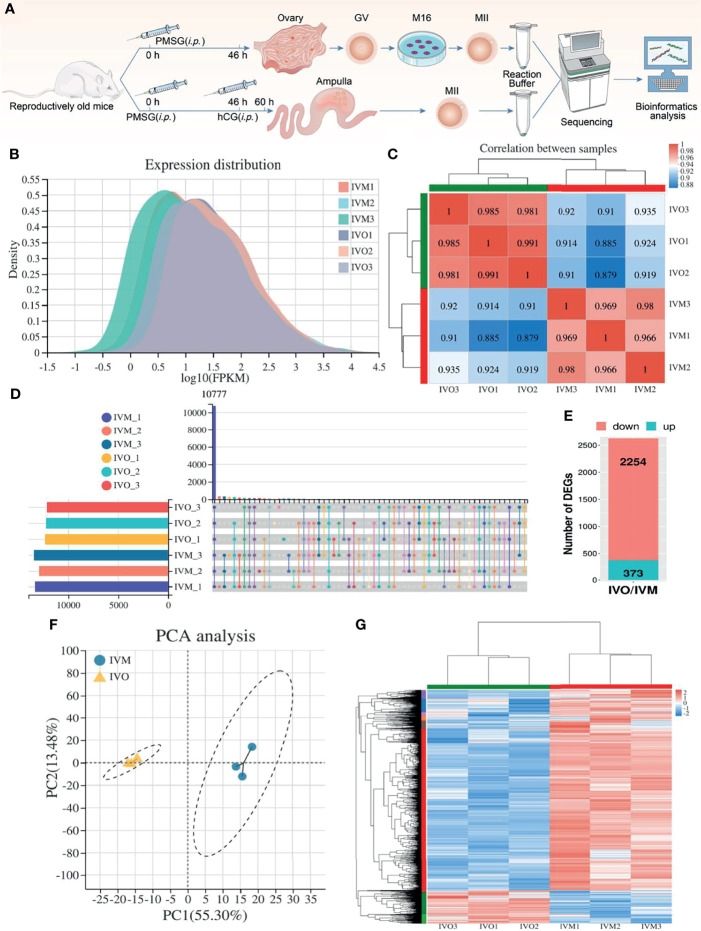
DEG analysis between IVO and IVM groups. **(A)** A schematic showing experimental design and time points. **(B)** Gene expression density distribution in the IVO and IVM groups. **(C)** Correlation analysis between the IVM and IVO groups. The degree of correlation is represented by different colors. **(D)** An UpSet plot summarizing the genes detected in the six groups. **(E)** A stacked column showing the numbers of DEGs in the IVO group compared with the IVM group. **(F)** PCA of gene expression profiles in oocytes between the IVM group (blue dots) and the IVO group (yellow triangles). **(G)** Heatmap showing DEGs; the red rows represent high expression levels and blue rows represent low expression levels. Each column represents an independent sample.

### Functional Analysis of the DEGs

We mapped the DEGs from mice oocytes of an advanced reproductive age in the IVO and IVM groups to the KEGG pathways database terms in order to interpret the biological consequences of differential expression. KEGG enrichment analysis revealed significant enrichment in terms of OXPHOS pathways (map00190; 59 DEGs; *P*-adjusted = 2.03 × 10^-6^), non-alcoholic fatty liver disease (NAFLD) (map04932; 49 DEGs; *P*-adjusted = 3.11 × 10^-5^), Huntington’s disease (HD) (map05016; 76 DEGs; *P*-adjusted = 2.34 × 10^-4^), and Parkinson disease (PD) (map05012; 54 DEGs; *P*-adjusted = 6.48 × 10^-4^) (**Figure 2A** and **Supplementary Excel S2**). 

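Pathway membership was taken from the authors' KEGG annotation of each gene, and enrichment was tested by a one-sided Fisher's exact test. The background was the 5615 tested genes with a KEGG annotation, of which 1050 (18.7%) were DEGs. P-values were adjusted by the Benjamini-Hochberg method over 321 pathways. OXPHOS had 145 tested genes, of which 58 (40.0%) were DEGs, an odds ratio of 3.01 (adjusted p = 7.79e-08). PD had 55 DEGs among 152 genes (odds ratio 2.55, adjusted p = 1.05e-05), and NAFLD had 50 among 136 (odds ratio 2.60, adjusted p = 1.86e-05). HD had 76 DEGs among 252 genes (odds ratio 1.95, adjusted p = 1.86e-04). These pathways ranked from 5 to 8 by p-value. The first was ubiquitin mediated proteolysis, with 270 DEGs among 668 genes (odds ratio 3.62, adjusted p = 1.57e-42), followed by endocytosis, Epstein-Barr virus infection and tight junction. Of the genes in ubiquitin mediated proteolysis, 505 were assembled loci that share the annotation of a single ortholog, NEDD4, and 235 of them were DEGs. Over Ensembl genes only, a choice made after the data were seen, OXPHOS ranked 1 with 61 DEGs (odds ratio 3.97, adjusted p = 1.65e-11) and ubiquitin mediated proteolysis ranked 19. Over protein-coding genes only, OXPHOS was not first, since the ribosome pathway had a smaller p-value (7.03e-13 against 1.10e-12). Among the alternatives, the odds ratio of OXPHOS moved most with the length trend removed and the replicate number as a factor, where it was 5.96.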

A KEGG enrichment chord plot, featuring the top four terms (the OXPHOS, NAFLD, HD, and PD pathways) suggested that several target genes did not uniquely exist in one single enriched pathway; rather, they were annotated in multiple terms (**Supplementary Figure S1**). 

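The 4 pathways held 97 DEGs together. Of these, 46 belonged to 1 of the pathways, 1 to 2 of them, 9 to 3 of them and 41 to all 4. Among the OXPHOS DEGs, 49 were also annotated in at least 1 of NAFLD, HD and PD, and 9 were not.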

A network diagram was constructed to identify significant interaction in the enriched KEGG pathways, which revealed that the OXPHOS pathway was critical (**Figure 2B** **)**. Venn diagram analysis further showed that some of the DEGs were shared among different group combinations. For example, two up-regulated and 41 down-regulated overlapped DEGs were represented in the four KEGG pathways of mitochondrial OXPHOS and diseases related to mitochondria dysfunction (NAFLD, HD, and PD) (**Figure 2C**). In addition, the most significant enrichment pathway diagram (OXPHOS) featured many down-regulated genes in the IVO groups when compared with the IVM group (**Figure 2D**), thus implying that oocytes matured *in vitro* suffer from changes associated with oxidative stress and metabolic activity.

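Of the 85 tested genes annotated in all 4 pathways, 41 were DEGs lower in IVO and 0 were DEGs higher in IVO. At an unadjusted p-value under 0.05, 47 of these genes were lower and 6 were higher. With median-ratio scaling, 33 DEGs in all 4 pathways were lower and 3 were higher in IVO. Of the 41 DEGs, 39 are shown in Fig. 3A.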

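Among the OXPHOS genes, 55 DEGs were lower and 3 were higher in IVO than in IVM oocytes, and the median log2FC of all 145 was -0.68. The 3 DEGs higher in IVO were mt-Atp6, mt-Atp8 and the pseudogene Gm28438, the last 2 named after their values were seen. Of the tested OXPHOS genes, 120 were protein-coding, with 50 DEGs, and 24 were pseudogenes, with 8 DEGs. Ndufa5, a subunit of complex I on chromosome 6 of GRCm39 from 24518659 to 24528012, had an FPKM of 362 ± 97.2 (SD, n = 3) in IVM and 18.4 ± 6.68 (SD, n = 3) in IVO samples. Its log2FC was -4.26 (standard error 0.34, adjusted p = 9.05e-04 from limma). Cox7c, on chromosome 13 from 86189246 to 86195023, had an FPKM of 137 ± 41.0 (SD, n = 3) in IVM and 6.87 ± 1.95 (SD, n = 3) in IVO samples, a log2FC of -4.12 (standard error 0.28, adjusted p = 6.53e-04 from limma). In both genes the difference exceeded the spread between replicates, and with each sample left out in turn the log2FC stayed between -4.47 and -3.93 for Ndufa5 and between -4.31 and -3.89 for Cox7c. From the many OXPHOS genes that were lower in IVO than in IVM oocytes (Fig. 2D), the paper proposes that oocytes matured in vitro undergo changes in oxidative stress and metabolic activity.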

**Figure 2:**
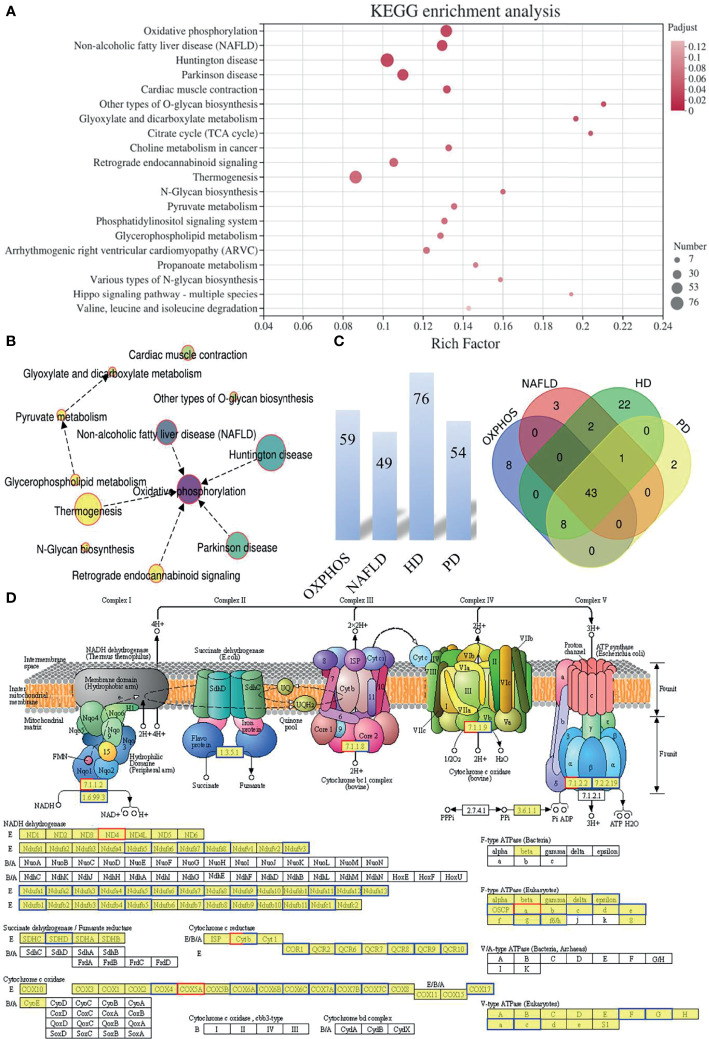
The functional pattern of gene expression between IVO and IVM groups. **(A)** The top 20 enriched KEGG pathways for the DEGs identified between the IVO and IVM groups. The X-axis represents the Rich Factor while the Y-axis represents the names of the pathways. The higher the Rich factor, the higher the degree of enrichment. **(B)** Network chart showing the significantly enriched KEGG pathways. **(C)** The number above each bar indicates the enriched DEGs of the top four terms (the OXPHOS, NAFLD, HD, and PD pathways) and the Venn diagram shows the overlapping DEGs between the top four enriched KEGG pathways. **(D)** KEGG pathway diagram for oxidative phosphorylation. Boxes with red borders represent up-regulated genes while boxes with blue borders represent down-regulated genes when the IVO group was compared with the IVM group.

### qRT-PCR Validation of DEGs That Were Enriched in KEGG Pathways

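The 43 genes drawn in Fig. 3A include Ndufa1, Ndufa3, Ndufv3, Sdhd, Uqcrq, Cox4i2 and Cox7b. In the reference annotation 39 of the 43 are protein-coding, and Gm12338, Gm43841, Ndufa12-ps and Ndufb4c are processed pseudogenes. The median length listed for the 43 genes is 618 bases. Uqcrc1 was not tested, since its FPKM was 0.63, 0.27 and 0.62 in IVM samples and 0.04, 0.42 and 0.04 in IVO samples. Of the other 42 genes, 39 were DEGs lower in IVO when adjusted over all tested genes, and 40 when adjusted over this list alone, which is the paper's own selection on the same samples. The median log2FC of the 42 genes was -1.91. The 3 IVM and the 3 IVO values were apart in all 42 genes, where chance gives non-overlapping groups in 10% of genes not selected in this way, and 30 were DEGs in every fit that left out one sample. The most negative log2FC was that of Gm12338, a pseudogene of 192 bases on chromosome 11 from 75490589 to 75490780. Its FPKM was 118 ± 39.2 (SD, n = 3) in IVM and 5.58 ± 6.08 (SD, n = 3) in IVO samples, a log2FC of -4.63 (standard error 0.72, adjusted p = 0.00565 from limma). Across the alternatives set before the data were examined it ranged from -5.39 to -3.68. With fragment numbers rebuilt it was -1.03. The gene is shorter than the fragments, so this last value is set by a floor on the usable length and by the pseudocount.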

A heatmap of overlapping DEGs from the top four enriched KEGG pathways showed that 43 protein-encoding genes, including NADH-ubiquinone oxidoreductase (complex I) subunits, cytochrome c oxidase subunits, and ubiquinol-cytochrome c reductase subunits, were significantly altered (**Figure 3A**). Volcano plots were also used to visualize overlapping DEGs, including two up-regulated and 41 down-regulated genes (**Figure 3B**) that met our selection criteria [*P*-adjusted < 0.05 and |log2FC| ≥ 1, as determined by statistical DESeq2 (42)]. 

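Of the 42 tested genes of Fig. 3A, 2 had higher FPKM in IVO. Cox5a, on chromosome 9 from 57428456 to 57440678, had an FPKM of 193 ± 5.80 (SD, n = 3) in IVM and 366 ± 47.4 (SD, n = 3) in IVO samples, a log2FC of 0.92 (standard error 0.16, adjusted p = 0.00898 from limma). The mitochondrially encoded mt-Cytb had an FPKM of 3764 ± 722 (SD, n = 3) in IVM and 6996 ± 774 (SD, n = 3) in IVO samples, a log2FC of 0.91 (standard error 0.17, adjusted p = 0.0117 from limma). Both were under the threshold of 1 for the log2FC. With median-ratio scaling both passed it, at 1.24 for Cox5a and 1.23 for mt-Cytb.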

To identify relationships between these DEGs, we constructed a protein-protein interaction (PPI) network using the STRING online database (50); this consisted of 48 nodes and 100 edges and featured 2254 down-regulated genes when the IVO groups were compared with the IVM groups (**Figure 3C**). 

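All 47 genes that could be read as nodes in Fig. 3C had a negative log2FC, with a median of -1.59, and 43 were DEGs lower in IVO. The 3 IVM and the 3 IVO values did not overlap in 44 of them, where chance gives 10%, but the paper selected these genes as DEGs on the same samples, so this is no independent test. The nodes that were not DEGs were Rpl21, Psmc2, Gm13092 and Rpsa. Rpl21, on chromosome 5 from 146769699 to 146776408, had an FPKM of 10.5 ± 5.58 (SD, n = 3) in IVM and 5.16 ± 1.71 (SD, n = 3) in IVO samples, a log2FC of -0.81 (standard error 0.41, adjusted p = 0.197 from limma) that does not exceed the spread between replicates. Of the genes in KEGG's ribosome pathway, 84 of 311 tested were DEGs, all lower in IVO (odds ratio 1.66, adjusted p = 0.00424, rank 10). The STRING network itself was not analysed here.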

Next, to validate the RNA sequencing data, the relative mRNA levels of DEGs were verified by qRT-PCR and were then classified by function into the NADH-ubiquinone oxidoreductase (complex I) subunits, ribosomal protein family, ubiquinol-cytochrome c reductase subunits, and cytochrome c oxidase subunits (**Figures 3D, E** **)**. Results indicated that data were consistent with those derived from the transcriptomic analysis.

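In the RNA-seq samples, the 23 genes measured by qRT-PCR (Figs. 3D, E) all had lower FPKM in IVO than in IVM oocytes. Of these, 22 were DEGs when adjusted over all tested genes and 23 when adjusted over this list alone. The ratio of the mean FPKM in IVO to that in IVM ranged from 0.0391 for Ndufa7 to 0.422 for Ndufb8, with a median of 0.247. In every one of the 23 genes the lowest IVM value was above the highest IVO value, where chance gives non-overlapping groups in 10%, but the paper chose these genes from its DEGs in the same samples, so the chance share does not apply to them. Gapdh, the reference gene of the qRT-PCR, had an FPKM of 101 ± 23.8 (SD, n = 3) in IVM and 90.5 ± 10.0 (SD, n = 3) in IVO samples. Its log2FC was -0.13 (standard error 0.23, adjusted p = 0.727 from limma), within the spread between replicates, and it was 0.19 with median-ratio scaling. With each library divided by its Gapdh FPKM, 16 of the 23 genes were DEGs lower in IVO. The alternative that moved the count most, the length trend removed with the replicate number as a factor, gave 12.

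**Figure D2:**
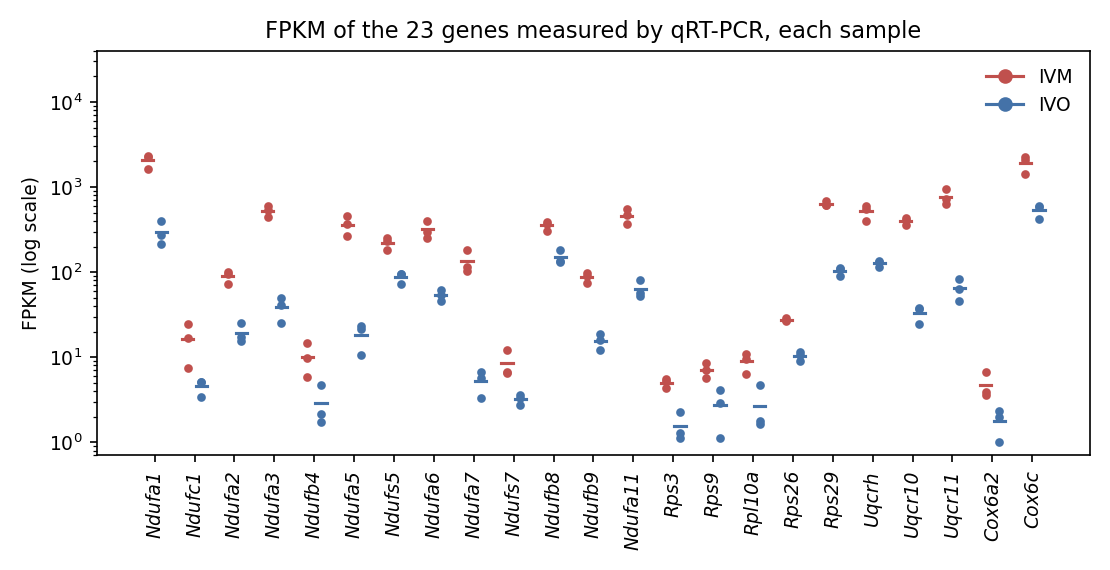
FPKM of the 23 genes on a log axis in each of the 3 IVM (red) and 3 IVO (blue) samples, with a bar at the mean of each group. In every gene the 3 IVM points lie above the 3 IVO points.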

**Figure 3:**
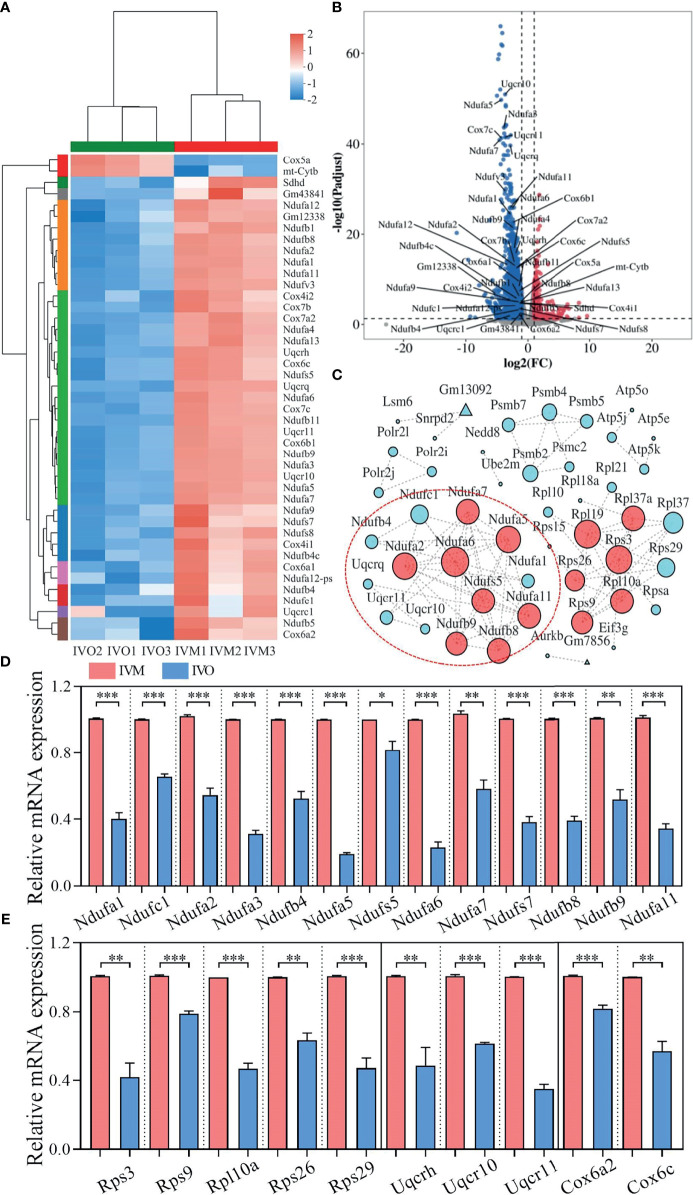
DEG analysis and network patterns for the top four enriched KEGG pathways. **(A)** Heatmap diagram showing the top four enriched KEGG pathways with overlapping DEGs (*P*-adjusted < 0.05 and |log2FC| ≥ 1). **(B)** Volcano plots showing overlapping DEGs in the top four KEGG enrichment analyses. Blue dots indicate down-regulated genes while red dots indicate up-regulated genes. **(C)** A PPI network for the down-regulated genes was constructed using the STRING database to compare the IVO and IVM groups. The node size represents the number of linked lines and connectivity. **(D, E)** The relative mRNA levels of DEGs including NADH-ubiquinone oxidoreductase (complex I) subunits, the ribosomal protein family, ubiquinol-cytochrome c reductase subunits, and cytochrome c oxidase subunits between the IVM and IVO groups, as determined by RNA-seq and confirmed by qRT-PCR assay. Data represent the mean ± SEM of three independent experiments. *P < 0.05, **P < 0.01, and ***P < 0.001.

### Supplementation With Antioxidant Melatonin Changed mRNA Levels of the DEGs

Next, we classified DEGs between the IVO and IVM groups in the OXPHOS system into five respiratory chain complexes within the mitochondria. 

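Subunit genes were assigned to the respiratory chain complexes by their symbols, and the DEGs of each complex were counted. Complex I had 23 DEGs among 45 tested subunit genes (51.1%), all lower in IVO. Complex II had 1 DEG among 4 (25.0%), complex III had 4 among 9 (44.4%), complex IV had 8 among 17 (47.1%) and complex V had 11 among 21 (52.4%). The 2 DEGs higher in IVO, mt-Atp6 and mt-Atp8, belong to complex V. At an unadjusted p-value under 0.05, 3 genes of complex I, 0 of complex II, 1 of complex III and 3 of complex IV were higher in IVO. The share of DEGs in complex I did not differ from that in complexes II to V (odds ratio 1.17, two-sided Fisher's exact test, p = 0.838), and the odds ratio was 0.869 with quantile normalization. The median log2FC was -1.08 in complex I, -0.14 in complex II, -0.61 in complex III, -1.04 in complex IV and -0.93 in complex V, and that of complex II alone turned positive with median-ratio scaling, at 0.15. The DEGs of complex II and III were Sdhd, Uqcrh, Uqcrq, Uqcr10 and Uqcr11. Of the 83 nuclear-encoded subunits of all complexes, 45 were DEGs lower in IVO and 0 were DEGs higher, with 1 higher at an unadjusted p-value under 0.05. Their median log2FC was -1.17 with the FPKM as deposited and -0.70 with quantile normalization. All 13 mitochondrially encoded subunits had a positive log2FC with the FPKM as deposited, with median-ratio scaling and with quantile normalization, and 10 had one with fragment numbers rebuilt without length normalization, a choice made after the data were seen. Of these 13, mt-Atp6 had an FPKM of 8340 ± 1558 (SD, n = 3) in IVM and 18725 ± 3032 (SD, n = 3) in IVO samples, a log2FC of 1.17 (standard error 0.18, adjusted p = 0.00599 from limma), and mt-Nd4 had a log2FC of 0.94 (standard error 0.25, adjusted p = 0.0328 from limma).

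**Figure D3:**
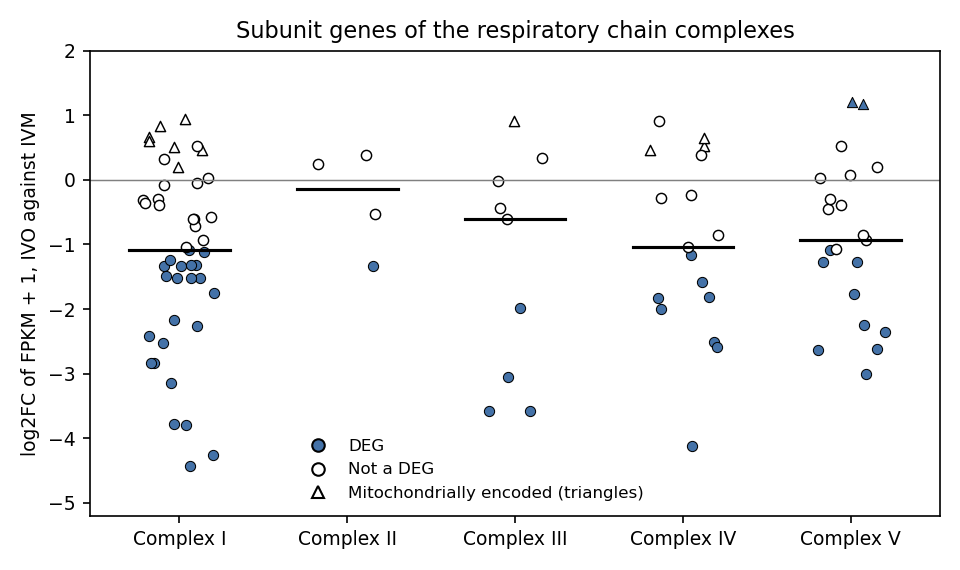
The log2FC of FPKM + 1 in IVO against IVM for each tested subunit gene of complexes I to V, with 3 samples per group. Filled symbols are DEGs, triangles are mitochondrially encoded genes and bars are medians, which range from -1.08 in complex I to -0.14 in complex II.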

Analysis showed that respiratory chain complex I had the most DEGs, as shown by a gene list and heatmaps (**Figures 4A, B** **)**. We also measured the ROS levels in IVM and IVO oocytes from mice of advanced reproductive age; the fluorescence intensity of ROS was significantly higher in IVM oocytes compared with IVO oocytes (11.20 ± 1.36; *n* = 38 vs. 4.82 ± 0.60; *n* = 35, *P* < 0.05; **Figure 4C**), thus showing that changes in the expression of OXPHOS pathway genes have an effect on ROS level. The synthesis of ATP through oxidative metabolism was associated with oocyte maturation and the reduced ATP production and increased ROS accumulation are linked to poor oocyte quality according to a previous study (51). These results revealed that the ATP content was lower in IVM oocytes than in IVO oocytes, whereas with melatonin supplementation (1 μM), the ATP generation was restored in the melatonin treated IVM group, as shown in **Figure 4D**. This suggested that IVM-induced mitochondrial dysfunction in reproductively old mice oocytes could be rescued by melatonin treatment. In addition, to ascertain if antioxidant supplementation could change the gene expression profile observed in the IVM group, oocytes were cultured in melatonin supplemented M16 medium; the mRNA expression of genes regulating oxidative phosphorylation were shown to be reduced in oocytes when compared to those without melatonin (**Figure 4E**).

**Figure 4:**
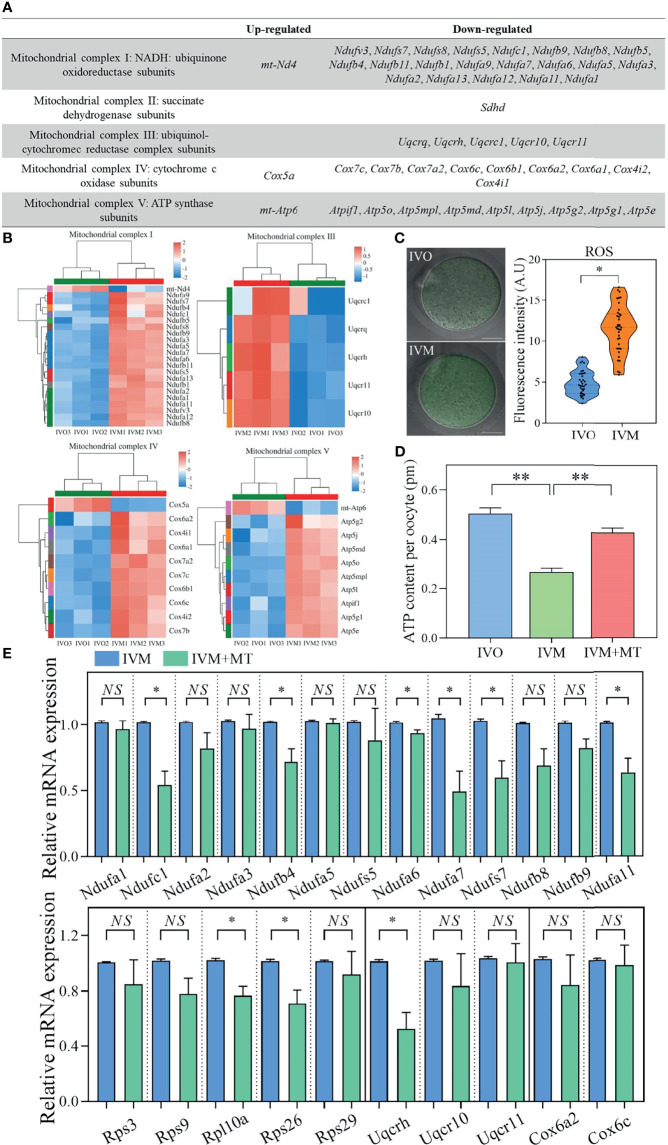
**(A)** List of up- and down-regulated genes in the OXPHOS system of five respiratory chain complexes in the mitochondria when compared between IVO and IVM groups. **(B)** Heatmaps corresponding to the identified DEGs. The red rows represent high expression levels and the blue rows represent low expression levels. Each column represents an independent sample. **(C)** Representative images of ROS signals in IVO and IVM groups. Scale bars = 20 μm. The fluorescence intensity of ROS in IVO and IVM groups. **(D)** Graphs showing the ATP levels in IVO, IVM, and melatonin-treated IVM oocytes (*n* = 20 for each group). **(E)** The relative mRNA levels of target genes including NADH-ubiquinone oxidoreductase (complex I) subunits, the ribosomal protein family, ubiquinol-cytochrome c reductase subunits, and cytochrome c oxidase subunits between the IVM and melatonin-treated IVM oocytes. Data represent the mean ± SEM of three independent experiments. *NS*, not significant, *P < 0.05, and **P < 0.01.

### AS Events Associated With DEGs Detected by RNA-Seq Analysis

The mRNA precursors produced by most eukaryotic gene transcription only correspond to a translated protein. However, AS is a process that improves biodiversity by producing mRNA precursors for genes that produce different mRNA splicing isoforms by five different splicing mechanisms under certain conditions: SE, A5SS, A3SS, MXE, and RI (52, 53). We determined the distribution of AS events in the IVM and IVO groups and generated a stacked bar chart that identified SE as the most frequent type of AS event during both *in vivo* and *in vitro* oocyte maturation (**Figure 5A**). In addition, we generated pie charts that illustrated the proportion of each AS event according to the total number of events; SE events represented 81.07% and 79.61% of all AS events in the IVM and IVO groups, respectively (**Figure 5B**). Furthermore, we determined the differential AS events that occurred in genes that were up-regulated in the IVO group. Specifically, there were 35 (81.4%) SE events, five (11.6%) MXE events, one (2.3%) A3SS event, one (2.3%) A5SS event, and one (2.3%) RI event. Then, we determined the differential AS events for the down-regulated genes in the IVO groups. Specifically, there were 163 (75.5%) SE events, 20 (9.3%) MXE events, 16 (7.4%) A3SS events, ten (4.6%) A5SS events, and seven (3.2%) RI events (**Figure 5B**). The different types of AS events corresponding to DEGs including *Ndufa7*, *Ndufs7*, *Cox6a2*, *Ndufs5*, *Ndufb1*, and *Uqcrh* were listed in each enriched KEGG term (**Figure 5C**). These AS events included the SE, A3SS, and A5SS types, thus indicating splicing diversity during oocyte maturation. Next, Sashimi plots were used to visualize the differential splicing patterns with RNA-seq reads coverage across each part of the splice junction between two exons for *Ndufa7* and *Ndufs7* (**Figures 5D, E** **)**. Experimental semi-quantitative RT-PCR validation was performed with specific primers and exon 2 of *Ndufa7* and exon 3 of *Ndufs7* was skipped in the IVO oocytes from mice of advanced reproductive age (**Figures 5F, G** **)**.

**Figure 5:**
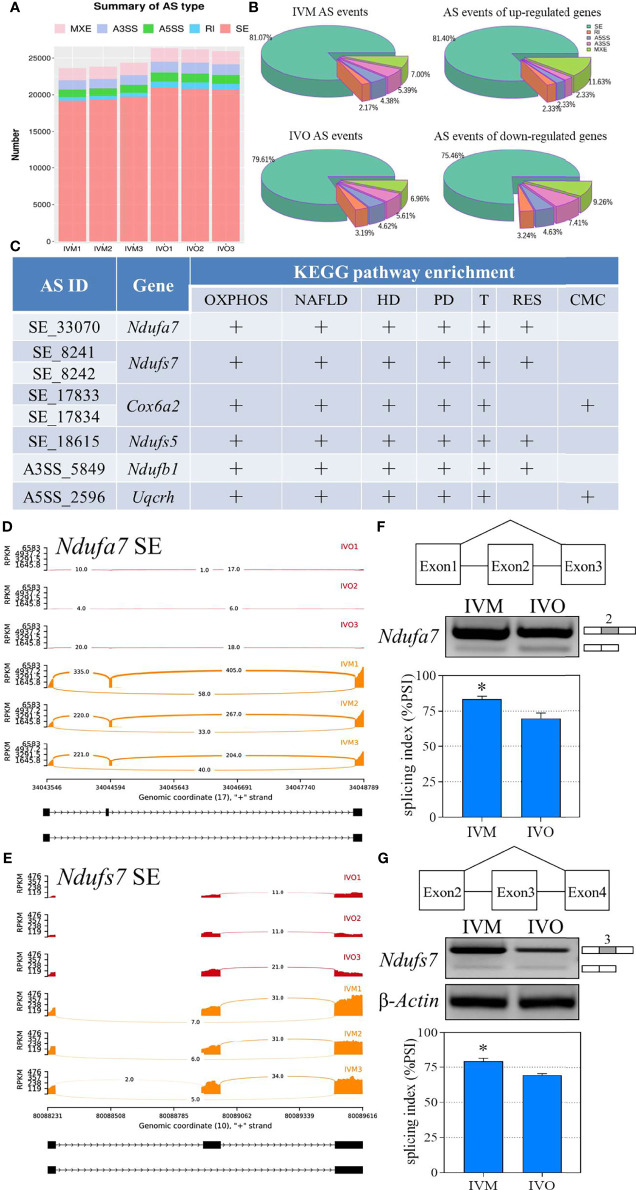
Statistical analysis of the AS events for KEGG enrichment terms. **(A)** A comparison of the number of AS events between the IVO and IVM groups. **(B)** The proportion of AS events of the IVM group, IVO group, the up-regulated and down-regulated genes. **(C)** List of significantly different AS events for the top four KEGG enriched overlapping DEGs (OXPHOS, oxidative phosphorylation; NAFLD, non-alcoholic fatty liver disease; HD, Huntington disease; PD, Parkinson disease; T, Thermogenesis; RES, retrograde endocannabinoid signaling; CMC, cardiac muscle contraction. Sashimi plots depicting the visualize specific splice sites of splicing events for exon skipping of the *Ndufa7* **(D)** and *Ndufs7* **(E)** genes. The red plots represent the IVO group while the orange plots represent the IVM group. The distribution of the number of junction reads is shown for each sample. The schematic in the upper panels represent the different splicing pattern. Representative agarose gels of semi-quantitative RT-PCR for *Ndufa7* exon 2 **(F)** and *Ndufs7* exon 3 **(G)** are shown in the middle panels. β-*Actin* served as an internal control. The histogram in the lower panel shows the average PSI that the IVO oocytes present exon inclusion suppressed compared with the IVM oocytes. Data represent the mean ± SEM of three independent experiments. *P < 0.05.

## Discussion

The mean age of women at the birth of their first child has increased gradually over the past few decades (54, 55), which has led to a decline in both oocyte quantity and quality. The application of IVM as an ART procedure provides patients with an alternative treatment option that does not involve gonadotrophin stimulation, thus preventing the risk of OHSS and reducing medication costs (56). However, several clinical outcomes, including implantation rates, pregnancy rates, and live birth rates, are known to be lower for IVM than *in vitro* fertilization (57). In the present study, we applied transcriptomic analysis of oocytes derived from mice of advanced reproductive age and identified several DEGs in MII oocytes when comparing between an IVM group and an IVO group. Next, we performed KEGG enrichment analyses to investigate the potential functions of the DEGs. We found that mitochondrial OXPHOS was the most significantly enriched pathway including 59 target genes, followed by NAFLD, HD, and PD. In addition, the OXPHOS is the pathway with the most interactions with other pathways, as visualized by a PPI network.

The OXPHOS pathway is the major source of ATP production in mitochondria and involves five multi-subunit protein complexes that are associated with oocyte maturation (14), fertilization (58), and embryonic development (59). Furthermore, studies have shown that mitochondria are the major source of ROS and, with increasing age, the amount of ROS increases, thus causing cellular damage and a decline in oocyte quality (51). The OXPHOS system contains five respiratory chain complexes within the mitochondria and by analyzing the gene list and a heatmap, we found that respiratory chain complex I had the most DEGs, results of which were similar to a previous study that showed that complexes I and III of the mitochondrial respiratory chain are key contributors to the production of ROS (60, 61). Moreover, several extracellular factors are known to play vital roles in ROS defense during oocyte development *in vivo*. For example, follicular fluid has the ability to prevent the harmful effects of ROS due to the involvement of redox reactions (62, 63), and the enclosed cumulus cells act as scavengers by protecting oocytes against ROS toxicity (63, 64). In addition, the influence of physical factors, such as exposure to cool white or warm white fluorescent lights, can promote the abnormal accumulation of ROS in the development of mammalian zygotes (65). This explains why the levels of ROS are increased in IVM-derived oocytes due to lack of *in vivo* milieu (66); this concurs with the findings of the present study. Furthermore, several previous publications have shown that antioxidant supplementation of the IVM medium significantly reduced the levels of intracellular ROS, thus enhancing oocyte maturation rate and increasing the quality of oocytes from mice of advanced reproductive age (67, 68). In our study, we demonstrate that antioxidant melatonin supplementation may reduce the gene expression profile of the OXPHOS pathway and resolve the problem of insufficient ATP production in the IVM group.

We next constructed a PPI network for down-regulated genes and identified several genes that exhibited strong associations with ribosomal protein family genes, including *Rpl10a*, *Rpl19*, *Rps3*, *Rpl37a*, *Rps9*, and *Rps26*, that presented strong associations with hub nodes. 

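Of these genes of the ribosomal protein family, all 6 were DEGs lower in IVO, and in each the 3 IVM and the 3 IVO values did not overlap. Rps26, on chromosome 10 of GRCm39 from 128460395 to 128462636, had an FPKM of 27.5 ± 1.14 (SD, n = 3) in IVM and 10.4 ± 1.36 (SD, n = 3) in IVO samples, a log2FC of -1.33 (standard error 0.19, adjusted p = 0.00434 from limma). Rps3, on chromosome 7 from 99098784 to 99132945, had an FPKM of 5.02 ± 0.633 (SD, n = 3) in IVM and 1.56 ± 0.628 (SD, n = 3) in IVO samples, a log2FC of -1.25 (standard error 0.26, adjusted p = 0.0144 from limma). The log2FC was -1.48 for Rpl10a, -1.40 for Rpl19 and -1.21 for Rps9, and that of Rpl37a lay at the threshold (adjusted p = 0.0244 from limma). Only Rps26 and Rpl19 were DEGs in all 6 fits that left out one sample, and Rps9, with an adjusted p of 0.0490, was a DEG in 1 of them. Of 82 tested genes that encode cytosolic ribosomal proteins, 41 were DEGs lower in IVO and 0 were DEGs higher, with 58 lower and 0 higher at an unadjusted p-value under 0.05. The median log2FC of the 82 genes was -1.13, and with quantile normalization it was -0.62 with 20 DEGs lower in IVO.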

A previous study showed that Rps26 acts as a key regulator during follicular development and oocyte growth by controlling histone methylation and mRNA synthesis activity; these are key mechanisms for female fertility (69). Recently, Peng et al. reported that *RpS3* deficiency leads to a lower blastocyst formation rate and causes early embryonic arrest (70). Collectively, the identification of these related genes and enriched pathways has highlighted the potential mechanisms underlying the poor clinical outcomes and embryonic development associated with the IVM procedure and identify new therapeutic molecular targets.

AS is a complex process that enables genome complexity and biological diversity among eukaryotes; these events occur in approximately 95% of multi-exon genes in humans (25). We investigated the functionality of AS events in IVM and IVO MII oocytes from mice of advanced reproductive age using RNA-seq analysis and found that SE was the predominant form of AS event. Previous studies have revealed that AS events are associated with meiosis in mouse oocytes and that the depletion of SRSF3 results in meiotic resumption defects due to the dysregulation of *Brd8* and *Pdlim7* exon inclusion (33). The knockdown of *Esrp1* induces female infertility and oocyte meiotic arrest by affecting pre-mRNA splicing alterations involving *Lsm14b*, *Trb53bp1*, and *Rac1* (34). 

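Ndufa7, Ndufs5, Ndufb1, Uqcrh and Cox6a2 had lower FPKM in every IVO sample than in every IVM sample. Ndufa7, on chromosome 17 of GRCm39 from 34043537 to 34057291, had an FPKM of 134 ± 42.0 (SD, n = 3) in IVM and 5.24 ± 1.76 (SD, n = 3) in IVO samples. Its log2FC was -4.43 (standard error 0.31, adjusted p = 6.53e-04 from limma) and stayed between -4.61 and -4.19 with each sample left out in turn. Ndufs5, on chromosome 4 from 123606481 to 123612002, had a log2FC of -1.32 (standard error 0.20, adjusted p = 0.00558 from limma). Across the alternatives its log2FC ranged from -1.50 to -0.65. Its size was under the threshold of 1 with sum scaling (-0.98), quantile normalization (-0.81) and the length trend removed (-0.65). Ndufb1, on chromosome 12 from 101934343 to 101943331, had a log2FC of -1.75 (standard error 0.23, adjusted p = 0.00363 from limma). Uqcrh, on chromosome 4 from 115923314 to 115932296, had an FPKM of 517 ± 102 (SD, n = 3) in IVM and 128 ± 10.8 (SD, n = 3) in IVO samples and a log2FC of -1.99 (standard error 0.20, adjusted p = 0.00159 from limma). Cox6a2, on chromosome 7 from 127804607 to 127805559, had an FPKM of 4.73 ± 1.73 (SD, n = 3) in IVM and 1.78 ± 0.695 (SD, n = 3) in IVO samples. Its log2FC was -1.04 (standard error 0.32, adjusted p = 0.0531 from limma), which did not pass the threshold of the adjusted p-value over all tested genes. These values give the abundance of each gene over all its transcripts, and splicing was not analysed here.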

In our study, the DEGs between the IVO and IVM groups included *Ndufa7*, *Ndufs7*, *Cox6a2*, *Ndufs5*, *Ndufb1*, and *Uqcrh*, all of which were enriched in the mitochondrial OXPHOS pathway involving SE, A3SS, or A5SS splicing events, and overlapped with non-alcoholic fatty liver disease, Huntington disease, Parkinson disease, and thermogenesis-enriched pathways. Recent research has shown that the knockout of *UQCRH* reinforces the Warburg effect (WE) (71) and the WE plays a critical role in embryogenesis by supporting rapid cell proliferation (72). 

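Ndufs7, a subunit of complex I on chromosome 10 of GRCm39 from 80084941 to 80095049, had an FPKM of 8.47 ± 3.30 (SD, n = 3) in IVM and 3.23 ± 0.438 (SD, n = 3) in IVO samples. Its log2FC was -1.12 (standard error 0.28, adjusted p = 0.0295 from limma), and the 3 IVM values did not overlap the 3 IVO values. It was a DEG in 1 of the 6 fits that each left out one sample, in which the log2FC ranged from -1.26 to -0.84. With median-ratio scaling its log2FC was -0.85 and it was not a DEG.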

Previously, our group reported that calcium signaling was inhibited in IVM oocytes but not IVO oocytes in humans (22) and calcium treatment leads to a decreased content of NDUFS7 in the mitochondria (73); this might explain the fact that our transcriptomic analysis found a reduction of *Ndufs7* in the IVO group. Future research needs to investigate AS events in these DEGs by either knockdown or exogenous overexpression experiments. In the present study, we also found that the *Zfp982* gene undergoes the most frequent AS events, including SE, MXE, A3SS, and RI events (**Supplementary Figure S2**). Dehghanian et al. reported that *Zfp982* acts as a transcription factor by interacting with YAP1 to maintain stemness in mouse embryonic stem cells (74). Furthermore, *Obox1* as an oocyte-specific factor can promote induced pluripotent stem cells induction by regulating mesenchymal-to-epithelial transition during reprogramming by inhibiting cell-cycle-related gene expression (75). Little is known about AS events in oocyte maturation; consequently, the alternative RNA splicing genes identified in this study deserve further to be investigated, particularly with regards to their mechanisms of action.

In the present study, we systematically compared the expression profiles of DEGs between groups of IVM and IVO oocytes from mice of advanced reproductive age. We identified the potential functions of these DEGs and used KEGG enrichment and PPI network analysis to determine that OXPHOS was the most significantly enriched and interactive pathway. Heatmaps of the five respiratory chain complexes, particularly complex I, indicated the potential involvement of specific antioxidants. Notably, the AS events detected in the present study demonstrated the diversity of post-transcriptional gene regulation in MII oocytes when cultured in different processes. Therefore, the identified key genes may represent potential therapeutic targets for the treatment of infertility in women of advanced reproductive age.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE182711.

## Ethics Statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee of Peking University.

## Author Contributions

JQ designed and supervised the study. HQ performed the experimental work and data analysis with help from YQ. HQ drafted the manuscript with support from YQ, RL, and JQ. JQ, HQ, and YQ provided the funding. All authors contributed to the article and approved the submitted version.

## Funding

This project is funded by the China Postdoctoral Science Foundation (nos. 2019TQ0009 and 2020M670060), the National Key Research and Development Program of China (no. 2019YFA0801400), the National Natural Science Foundation of China (nos. 81521002, 81730038, and 31801244), and CAMS Innovation Fund for Medical Sciences (no. 2019-I2M-5-001).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: In Vivo and In Vitro Matured Oocytes From Mice of Advanced Reproductive Age Exhibit Alternative Splicing Processes for Mitochondrial Oxidative Phosphorylation
**Source:** Front Endocrinol (Lausanne). 2022 Jan 26;13:816606. doi: 10.3389/fendo.2022.816606
**Supplement:** Supplementary file 5

| **Quantitative RT-PCR** | | |
| --- | --- | --- |
| **Gene name** | **Forward primer sequence** | **Reverse primer sequence** |
| *Ndufa1* | 5’-ATGTGGTTCGAGATTCTCCCT-3’ | 5’-TTTGTGGATGTACGCAGTGGA-3’ |
| *Ndufc1* | 5’-GTAGTGCTGCGCTCGTTTTC-3’ | 5’-CCAACCAGTTAGGTTTGGCAT-3’ |
| *Ndufa2* | 5’-TTGCGTGAGATTCGCGTTCA-3’ | 5’-ATTCGCGGATCAGAATGGGC-3’ |
| *Ndufa3* | 5’-ATGGCCGGGAGAATCTCTG-3’ | 5’-AGGGGCTAATCATGGGCATAAT-3’ |
| *Ndufb4* | 5’-CTTGATTCGCTGGACCTATGC-3’ | 5’-GGAGTGGGCCTGAAATTAGGA-3’ |
| *Ndufa5* | 5’-AGCTGGATATGGTCAAGGCG-3’ | 5’-GCCACTTCCACTGGTTAGCA-3’ |
| *Ndufs5* | 5’-ATGCCTTTCCTTGACATACAGAAAA-3’ | 5’-CACCGAGCGGCGTTCTTAT-3’ |
| *Ndufa6* | 5’-CACACGTTATGCGGTTTTTCC-3’ | 5’-GGGTCATGGCCCATATAGAACT-3’ |
| *Ndufa7* | 5’-TCCGCTACTCGCGTTATCCA-3’ | 5’-GATTGAGGGAGGCACAACTTC-3’ |
| *Ndufs7* | 5’-CGCTCCGAAAGGTGTACGAC-3’ | 5’-ACCGAGTAGGAGTAGTGGTAGT-3’ |
| *Ndufb8* | 5’-TGTTGCCGGGGTCATATCCTA-3’ | 5’-GCATCGGGTAGTCGCCATAC-3’ |
| *Ndufb9* | 5’-GGTACTTTGCTTGCTTGATGAGA-3’ | 5’-TGGGAAGATATACGGCTGAGG-3’ |
| *Ndufa11* | 5’-CGGCATTTGCGGCATAATCG-3’ | 5’-GACACAGGTGGTAAGGCCAA-3’ |
| *Cox6a2* | 5’-CTGCTCCCTTAACTGCTGGAT-3’ | 5’-GATTGTGGAAAAGCGTGTGGT-3’ |
| *Cox6c* | 5’-ATGAGTTCCGGTGCGCTGTTGCCCA-3’ | 5’-GAACCCGCAGACGCTTGG-3’ |
| *Rps3* | 5’-AAGTCCGAGTTACACCAACCA-3’ | 5’-TCTCTGATCCGACGACCCTTC-3’ |
| *Rps9* | 5’-TTGTCGCAAAACCTATGTGACC-3’ | 5’-GCCGCCTTACGGATCTTGG-3’ |
| *Rpl10a* | 5’-ATGAGCAGCAAAGTCTCACG-3’ | 5’-TGAGGGTCGTAGTTCTTCAGG-3’ |
| *Rps26* | 5’-TCATTCGGAACATTGTAGAAGCC-3’ | 5’-ACAGCTCACGCAATAATGCAG-3’ |
| *Rps29* | 5’-GTCTGATCCGCAAATACGGG-3’ | 5’-AGCCTATGTCCTTCGCGTACT-3’ |
| *Uqcrh* | 5’-GTGGACCCCCTAACAACAGTG-3’ | 5’-CGGGAAGACACGCGATTATCA-3’ |
| *Uqcr10* | 5’-ATCCCTTCGCGCCTGTACT-3’ | 5’-GTGCTCGTAGATCGCGTCT-3’ |
| *Uqcr11* | 5’-ATGCTGAGCAGGTTTCTAGGCCCGC-3’ | 5’-CCGGCTGTGGGAATCCAGTTT-3’ |
| *Gapdh* | 5’-AGGTCGGTGTGAACGGATTTG-3’ | 5’-TGTAGACCATGTAGTTGAGGTCA-3’ |
| **Semi-quantitative RT-PCR** | | |
| **Gene name** | **Forward primer sequence** | **Reverse primer sequence** |
| *Ndufa7* | 5’-GGCGTCCGCTACTCGCGTTA-3’ | 5’-GACATGATGATTGAGGGAGG-3’ |
| *Ndufs7* | 5’-CGGCTCCTGGCCTGCTCTCT-3’ | 5’-CCCAGTTGATGAGGTCATCC-3’ |
| β*-Actin* | 5’-AGATCAAGATCATTGCTCCTCCTGA-3’ | 5’-GCAGCTCAGTAACAGTCCGC-3’ |

How the deposited data were processed for this re-analysis (not part of the article)

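The 6 pooled samples of MII oocytes from ICR mice of advanced reproductive age were measured by RNA-seq, with 3 matured in vitro (IVM) and 3 in vivo (IVO). Each pool held 20 oocytes from 3 mice aged 42 to 45 weeks. The IVM and IVO labels and the replicate numbers were taken from the sample titles and the Methods.

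The authors filtered the paired-end reads with SeqPrep and Sickle, aligned them to GRCm39 with Hisat2, and deposited one FPKM value per gene and sample from RSEM, together with the mean FPKM of each group, a length in bases for each gene and its KEGG annotation. The deposited means equal the mean of the 3 samples of the group within rounding and were not used further. The authors tested counts with DESeq2, and the values used here are FPKM, so a count test was not run.

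The depth behind the values was inferred from the steps between low FPKM values. For the 15053 genes with 1 annotated transcript between 500 and 4000 bases, values worth at most 5.5 fragments were compared with the worth of 1 fragment for a range of depths and mean fragment lengths. The share of these values that came out whole was 78.4% to 80.2% per library. The SD over 20 bootstrap draws was 3.10 to 6.04 bases for the fragment length. Tested on 2 simulated libraries, the method was off by 0.0% in depth and 0.0 bases in fragment length. The simulation used the formula of the method, a fixed fragment length and true values that lay on the search grid. It therefore shows that the search works, and not how accurate the method is on real libraries. Intervals and floors cover counting error only, since amplified fragments are not independent molecules.

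Differential expression was tested in R 4.3.3 with limma 3.58.1 (lmFit, then eBayes with trend) on log2(FPKM + 1), for the 18818 genes with a mean FPKM of at least 1 over the 6 samples. The FPKM entered as deposited, without further scaling, and the model held the group alone. P-values are two-sided and were adjusted by the Benjamini-Hochberg method over all tested genes. DEGs had |log2FC| ≥ 1 and an adjusted p-value under 0.05, the thresholds given in the Methods. Tested on simulated data with 200 of 18818 genes changed, the fit called 164 of the changed genes (82%) and 9 unchanged genes, with a median error of the log2FC of -0.009. The changed genes were not low in expression, and their changes lay well above the fold threshold, equally in both directions. No shift between libraries was simulated. These numbers therefore do not give the power or the error for changes near the threshold, or where most changes go one way. Enrichment used a one-sided Fisher's exact test against the tested genes with a KEGG annotation, and the share of DEGs in complex I used a two-sided one. Tables were written with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6.

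The tests, thresholds, gene lists, most alternatives and the rule for naming genes were set before the data were examined. The text names the genes the paper names for these samples in its text or in Figs. 3, 4A and 5C, and the 5 DEGs with the most negative and the 5 with the most positive log2FC among those whose groups do not overlap. Assembled loci, which carry no gene name, are counted and not named. The alternatives were a pseudocount of 0.1, no filter or a mean FPKM of at least 5, median-ratio scaling, quantile normalization, scaling to the same sum, eBayes without trend, the replicate number as a factor, the removal of each library's trend with gene length or with GC content by lowess (span 0.3), protein-coding genes only, and leaving out each sample in turn. Further alternatives covered the background and the kind of the enrichment test, the fold threshold, the threshold for expressed genes, the scale of the correlation and the PCA, and Gapdh as the reference of the 23 qRT-PCR genes. Added after seeing the data were Ensembl genes only, the same with median-ratio scaling, and fragment numbers rebuilt from FPKM without length normalization.

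The GC content of a gene is known only with a reference sequence, which covers 13052 (69.4%) of the tested genes, so a check of GC content over all tested genes is void. It was run on these 13052 genes, which include 99.2% of the tested Ensembl genes and none of the assembled loci. Coordinates and biotypes are those of the GRCm39 annotation. Alternative splicing, the STRING network, qRT-PCR, ROS and ATP were not analysed here.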

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

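The tests of this pattern were chosen after it was seen. The paper reports on named genes, and the loci assembled from the reads, which carry no gene name, show a difference of their own. Of 5664 tested loci, 1440 (25.4%) were DEGs lower in IVO and 32 were higher, against 14.6% lower among Ensembl genes. All samples of a group lie on one side in the share of FPKM that these loci take, with 22.2% to 23.7% in IVM and 17.6% to 18.6% in IVO samples.

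The loci are short, with a median length of 423 bases against 2312 for tested Ensembl genes. Against 10000 random lists of Ensembl genes matched on length and mean expression, whose medians lay between -0.37 and -0.33 in the central 95%, the median log2FC of the loci was -0.67, lower than in every list. Length and expression level as measured in Ensembl genes are therefore not the whole difference. With each library's length trend removed over all tested genes, to which the loci contribute most of the short ones, 367 loci were DEGs lower and 205 were DEGs higher, and their median log2FC was -0.00. With fragment numbers rebuilt without length normalization, 1147 were lower and 10 were higher. With quantile normalization 688 were lower and 239 higher, with median-ratio scaling 923 and 88. A correction over all tested genes cannot separate the length of the loci from their being assembled.

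Among the splits of the 6 samples that part the same 3 same-numbered pairs, 1 of 4, the real one, gave as many DEGs among the loci. So few splits cannot give a share under 0.05, so this count decides nothing. Over all 10 splits, none but the real one gave more than 1 DEG among all tested genes, against 3480. Genes at an unadjusted p-value under 0.05 numbered 318 to 650 in the others, against 6950. The other splits mix the groups, so any difference between the groups, whatever its cause, widens their spread and leaves few DEGs. A difference between IVM and IVO oocytes in these transcripts may underlie the pattern. No batch is named for the samples, so a difference that runs along with the condition was not tested. Which libraries the loci were assembled from was not tested here.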

How the results depend on the processing

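The enrichment of OXPHOS kept its direction and its side of the threshold under all 23 alternatives, with odds ratios from 2.64 to 5.96 (p from 3.87e-16 to 5.96e-08). A competitive test of the pathway against the other tested genes (camera in limma) also placed its genes lower in IVO. Its p-value of 0.0083 was larger than all those of the Fisher's exact tests. DEGs lower in IVO outnumbered those higher under every alternative, from 59.0% to 97.4% of the DEGs.

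The counts below moved by more than 1.5 times, and unless a value is given the cause was not tested. DEGs numbered 2068 with the length trend removed, 1480 with the GC trend removed, 1633 for protein-coding genes, 2056 for Ensembl genes only and 1610 for these with median-ratio scaling (both chosen after seeing the data), against 3480. DEGs lower in IVO, 3366 in the main comparison, numbered 2130 with median-ratio scaling, 1580 with quantile normalization, 2131 with sum scaling, 1511 with the length trend removed, 1220 with the GC trend removed, 1564 for protein-coding genes, 1972 for Ensembl genes only and 1416 for these with median-ratio scaling. DEGs higher in IVO, 114 in the main comparison, numbered 385 with median-ratio scaling, 1097 with quantile normalization, 397 with sum scaling, 557 with the length trend removed, 260 with the GC trend removed, 69 for protein-coding genes and 194 for Ensembl genes with median-ratio scaling. Without the fold threshold 351 genes were higher. Among the scalings, the division into lower and higher moved along with the median log2FC of all genes, which was -0.30 as deposited, -0.04 with median-ratio scaling, -0.03 with sum scaling and 0.17 with quantile normalization. Over the other alternatives it did not follow the median alone. Without the filter the median was -0.07 with 96.9% of the DEGs lower, and with the length or the GC trend removed it was 0.05 with 73.1% and 82.4% lower. The protein-coding and Ensembl fits test fewer genes, 10344 and 13154 against 18818.

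The sample titles number the replicates of both groups from 1 to 3, and the residuals of same-numbered samples were not alike (mean r = -0.06, from -0.11 to -0.02, across genes, against 0.03 for different numbers). A replicate block, with the replicate number as a factor, gave 2991 DEGs against 3480 without it. Together with the length trend removed, the block gave 929 DEGs (741 lower, 188 higher), 27 DEGs in all 4 pathways and 12 of the 23 qRT-PCR genes. Together with the GC trend removed, it gave 1053 DEGs (886 lower, 167 higher), 26 in all 4 pathways and 14 of the 23 genes.

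The qRT-PCR genes called lower in IVO also fell to 13 with quantile normalization and 14 with the length trend removed, against 22. The odds ratio of complex I against complexes II to V, 1.17 in the main comparison, was 0.869 with quantile normalization, 0.985 with the replicate number as a factor, 0.830 with this and the length trend removed, 0.741 with the GC trend removed, 0.633 with both of these, and 0.985 for Ensembl genes with median-ratio scaling. Its p-value lay between 0.389 and 1 throughout. Across the 6 fits that each left out one sample it ranged from 0.752 to 1.30.

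The mean correlation between the groups moved from 0.904 to 0.859 as Spearman's rho and to 0.944 without the filter. The share of the first principal component, 57.4%, moved to 45.2% with unit variance, 55.3% without the filter, 53.0% with median-ratio scaling, and 59.0% to 62.0% with one sample left out. Leaving out one sample gave 2363 to 3304 DEGs, 2276 to 3174 lower and 82 to 130 higher.

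The log2FC of Gapdh, -0.13 and within the spread between replicates, turned positive with median-ratio scaling (0.19), quantile normalization (0.39), sum scaling (0.21), the length trend removed (0.11, and 0.11 with the replicate factor), the GC trend removed (0.31, and 0.31 with the replicate factor) and Ensembl genes with median-ratio scaling (0.086). Of 588 values for 27 named genes, these 8 changed direction, 465 kept direction and side of the threshold, 89 no longer passed it and 26 passed it anew.

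The inferred depth limits what can be said of genes near 0.196 to 0.232 FPKM. For a gene listed at 0 in every sample of a group, the log2FC is set by the pseudocount.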

Differences from the paper's values

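The paper reports 373 DEGs higher in IVO, and 114 were found here. The paper reports on named genes, while the 114 comprise 82 Ensembl genes and 32 assembled loci. The gene sets compared below are thus unlike, unless the setting leaves out the loci. With median-ratio scaling, 297 of the 385 were Ensembl genes. Over Ensembl genes only with median-ratio scaling, chosen after seeing the data, 194 were higher, farther from the paper's number. Of the alternatives set before the data were examined, median-ratio scaling gave 385, sum scaling 397, the length trend removed 557 and the GC trend removed 260, all within 1.5 times the paper's number. Without the fold threshold 351 were higher, also within 1.5 times. The remaining alternatives were not, from 69 for protein-coding genes to 1097 with quantile normalization.

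The paper reports 2 DEGs higher in IVO in all 4 pathways, and 0 were found here, with 6 at an unadjusted p-value under 0.05. Median-ratio scaling gave 3, sum scaling 3, the length trend removed with the replicate factor 3, and the GC trend removed 2. The other alternatives set before the data were examined gave 0 or 1, except quantile normalization with 6 and the length trend removed with 5.

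The highest correlation between an IVM and an IVO sample is about 0.94 in Fig. 1C, read by eye, and was 0.922 here. On FPKM without a log it was 0.930, which is within the error. With Spearman's rho it was 0.881 and without the filter 0.953, which are not.

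The median ratio of IVO to IVM over the 23 genes is about 0.48 by qRT-PCR in Figs. 3D and 3E, read by eye, and was 0.247 in the RNA-seq samples. With Gapdh as the reference it was 0.264, so this alternative, the one tried for this measure, did not close the gap. In 21 of the 23 genes the ratio was lower than the one read from the figure.

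The log2FC of Gm21981 is -11.45 in the paper's list and was -6.10 here. The gene is listed at 0 in every IVO sample, so the value here is set by the pseudocount and gives only a lower bound on the size of the change. With a pseudocount of 0.1 it was -9.40, and none of the alternatives set before the data were examined reached the paper's value. The log2FC of D630023F18Rik is -5.75 in the paper's list and was -5.30 here. Leaving out IVM replicate 1 (-5.39), IVM replicate 3 (-5.44) or IVO replicate 3 (-5.43) brought it within the error, but without IVO replicate 3 the gene is at 0 in every IVO sample left and the value is set by the pseudocount. The other alternatives did not, from -8.03 with a pseudocount of 0.1 to -4.80 with quantile normalization.

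The paper names OXPHOS as the most significantly enriched pathway, and it ranked 5 here. Over Ensembl genes only, chosen after seeing the data, it ranked 1. Leaving out the assembled loci alone thus placed OXPHOS first. The setting of protein-coding genes only was set beforehand and leaves out pseudogenes as well as the loci. There the ribosome pathway had a smaller p-value than OXPHOS (7.03e-13 against 1.10e-12, one-sided Fisher's exact tests), so OXPHOS was not first. The paper's number of expressed genes equals the count of Ensembl genes with at least 1 FPKM in all 6 samples, 10777, a setting also chosen after seeing the data, and the count over all listed genes was 14268.

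The paper counts Cox5a, mt-Cytb and mt-Nd4 among its DEGs, and their log2FC here was 0.92, 0.91 and 0.94, under the threshold of 1. All 3 were DEGs with median-ratio scaling, quantile normalization, sum scaling and the length trend removed, and with median-ratio scaling over Ensembl genes only, chosen after seeing the data. Cox5a was also a DEG with the GC trend removed, with and without the replicate factor, with the length trend removed and the replicate factor, and without IVO replicate 3. For mt-Cytb the same held with the length trend removed and the replicate factor and without IVM replicate 2, and for mt-Nd4 without IVM replicate 2 and without IVO replicate 3.

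The paper counts Cox6a2 among the DEGs, and its adjusted p-value here was 0.0531, with a range of 0.0256 to 0.257 over the alternatives. It was a DEG with eBayes without trend, for protein-coding genes and for Ensembl genes only, the last chosen after seeing the data. Atp5g2, listed in Fig. 4A, had an adjusted p-value of 0.0625 and was a DEG for protein-coding genes and with fragment numbers rebuilt, the latter chosen after seeing the data. Uqcrc1, listed in Figs. 3A and 4A, was under the mean FPKM of 1 and was a DEG in none of the fits that tested it. The network of Fig. 3C was built from DEGs lower in IVO and holds Rpl21, Psmc2, Gm13092 and Rpsa, which were not DEGs here. Rpl21 was a DEG in none of the fits. Psmc2 was one without IVM replicate 1, and Gm13092 without IVO replicate 1 and with fragment numbers rebuilt. Rpsa was one for protein-coding genes, without IVM replicate 2, and with the added settings of Ensembl genes only and fragment numbers rebuilt.

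The paper describes the 43 genes of Fig. 3A as protein-encoding, and 4 of them are pseudogenes in the reference annotation. The paper gives complex I the most DEGs, which holds for the count here (23). The share of DEGs in complex V (52.4%) was as high as in complex I (51.1%), but it includes mt-Atp6 and mt-Atp8, which were higher in IVO. Among nuclear-encoded subunits, DEGs lower in IVO made up 60.5% of complex I, 57.1% of IV, 50.0% of III, 47.4% of V and 25.0% of II. The shares of nuclear-encoded subunits were not tested against each other.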

Other observations

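For the direction of the DEGs, the tests of the 10 highest genes' size and of fragment length were chosen after the result was seen. The same holds for the tests of the ranking of pathways, the ribosome and the mitochondrially encoded genes, and for the count of splits for OXPHOS.

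Most DEGs were lower in IVO. The scaling of the libraries was tested by median-ratio scaling, after which 84.7% of the DEGs were lower, and with quantile normalization 59.0% were lower. The size of the excess therefore depends on the scaling, which stays open as a part of the explanation. After the removal of each library's trend with gene length 73.1% were lower, and with fragment numbers rebuilt without length normalization 97.4%. With the GC trend removed 82.4% were lower among genes with a reference sequence, but 69.4% of the tested genes have one, so GC content cannot be excluded over all of them. RNA of cumulus cells in the IVM libraries was tested with 18 marker genes, of which 5 had a mean FPKM of at least 1. Their median log2FC was 0.16, but Nr5a2 was a DEG lower in IVO (log2FC -1.04, adjusted p = 0.0139 from limma) and Amhr2 had a log2FC of -0.70, both named after their values were seen. The other 13 markers had at most 0.86 FPKM in every IVM sample. The IVM oocytes came from mice without hCG injection, so any marker that depends on hCG could be low there with or without cumulus cells. Fshr and Cyp19a1 had at least 6.14 FPKM in every IVM and at least 10.5 FPKM in every IVO sample. Most marker genes thus give no sign of RNA of cumulus cells in the IVM libraries, but they cannot exclude it. The 10 genes with the highest FPKM took at least 9.66% of the summed FPKM in IVO against at most 6.70% in IVM samples, which fits a shift by a few genes, but the share of fragments left to all others changed by -0.01 on the log2 scale, against a median log2FC of -0.30. A shift by these genes is therefore too small. FPKM gives shares of a library, so a change in the total RNA of an oocyte was not tested. The real split was 1 of 4 splits with as many DEGs, where the design cannot give a share under 0.05. The other three of these gave 0 DEGs, with 402, 536 and 650 genes at an unadjusted p-value under 0.05 against 6950. Over all 10 splits, none but the real one gave more than 1 DEG, against 3480. The other splits mix the groups, so any difference between the groups widens their spread and leaves few DEGs. These counts therefore cannot tell the condition from another cause that runs along with it. A difference between IVM and IVO oocytes is a candidate explanation. For the size of the excess of lower DEGs, scaling, gene length, GC content and RNA of cumulus cells stay open as a part beside it. No batch is named for the samples, so a difference that runs along with the condition was not tested.

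Among protein-coding genes, the shortest 10% by length (105 to 1025 bases) had a median log2FC of -0.49 and 30.8% DEGs lower in IVO, while in the longer ones the median ranged from -0.21 to -0.09 and the share from 10.3% to 16.9%. OXPHOS genes are short, so their median log2FC of -0.68 was compared with 10000 random lists matched on length and mean expression. It was as low in 0.01% of the lists, whose central 95% lay between -0.46 and -0.12. For the 83 nuclear-encoded subunits (-1.17) and the 82 cytosolic ribosomal protein genes (-1.13) no list was as low. Length and expression level are thus not the whole difference. The real split was 1 of 4 splits with as many OXPHOS DEGs, 58, and the other three of these gave 0, with 4, 3 and 1 OXPHOS genes at an unadjusted p-value under 0.05 against 83. A count over so few splits cannot decide by itself, since the real one is always among them. Over all 9 other splits there were 0 OXPHOS DEGs and at most 7 OXPHOS genes at an unadjusted p-value under 0.05. These splits mix the groups and were bound to give few, whatever the cause of the difference. The lower OXPHOS genes in IVO may reflect the condition or a difference that runs along with it. Of the 448 OXPHOS genes listed, 302 are pseudogenes, and over protein-coding genes only the odds ratio was 4.12.

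The pathways ranked above OXPHOS share a set of assembled loci annotated as NEDD4, and 235 of these 505 loci were DEGs lower in IVO, with 0 DEGs higher and 5 higher at an unadjusted p-value under 0.05. Over Ensembl genes only, ubiquitin mediated proteolysis ranked 19, so its first rank goes with these loci. The enrichment of the ribosome pathway depended on the background. Against all annotated genes listed, most of whose ribosome genes are pseudogenes, its odds ratio was 0.50, and against the tested genes it was 1.66.

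The 13 mitochondrially encoded subunits were higher in IVO, with a median log2FC of 0.64 (0.20 to 1.21), and 7 of them had groups that did not overlap, where chance gives 10%. The median was 0.94 with quantile normalization, 1.13 with the length trend removed and 0.51 with fragment numbers rebuilt, against 0.64 with the FPKM as deposited. The first 2 settings shift all genes upward and can only raise a positive median, so they are no test. A scaling of the libraries moves all genes alike, but the median of all tested genes was -0.30 as deposited. With median-ratio scaling it was -0.04, and all 13 genes stayed positive with a median of 0.97. The shortest 10% classes of protein-coding genes, up to 1870 bases, had medians of -0.49, -0.21 and -0.17. The 13 genes have 204 to 1824 bases. These values argue against scaling and gene length as the cause of their shared direction. With fragment numbers rebuilt 10 of the 13 genes stayed positive, so fragment length may account for a part. The real split was 1 of 4 splits with as large a median change. Over all 10 splits, 2 gave one as large, the other reaching 0.71 with both groups mixed, and 3 other splits had all 13 genes in one direction. At an unadjusted p-value under 0.05, 8 of the 13 genes differed in the real split against 0 to 3 in the others, and 2 were DEGs against 0. Variation between samples is thus a candidate explanation for the shared direction and the size of the median. The number of genes that differ cannot decide, since a group difference of any cause widens the spread in the mixed splits. This concerns the mitochondrially encoded genes alone.

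The first 1998 genes of the paper's list of DEGs were read, of which 1733 are lower and 265 higher in IVO by the paper. Of these, 1912 were tested here, 1910 had the same sign and 1360 were DEGs, all with the same sign. Among the tested ones, 1296 of 1666 lower and 64 of 246 higher were DEGs.

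Zfp982 and Obox1, which the paper discusses for splicing, had a log2FC of 0.52 (adjusted p = 0.134) and 0.17 (adjusted p = 0.587) and were not DEGs.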
